A study of Mus musculus with 25 samples. Its data were reported in "MERVL/Zscan4 Network Activation Results in Transient Genome-wide DNA Demethylation of mESCs" (2016).

How the data were processed

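RNA, PBAT and ATAC samples were assigned to the populations MERVL+Zscan4+, Zscan4+ and neg from their titles, and replicate numbers were taken from the same titles. The labels describe neg as untransfected E14 cells, whereas the study describes neg cells as sorted from the reporter line by the absence of both signals. The names of the ATAC columns used share a tag over all populations, neg included, which would go with a sort from the same line. What the tag stands for was not checked, so which description applies to each sample was not resolved here. All libraries of a kind that could be matched to a sample were used: 10 RNA, 6 PBAT and 3 ATAC libraries. Of the ATAC table, 9 columns of per-sample values could not be matched to a sample and were not used here. The columns used were matched by population and replicate in their names, where GFP was read as Zscan4+ because the labels give eGFP as the Zscan4 reporter, and pos as MERVL+Zscan4+ from the wording of the study.

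For RNA, the authors deposited log2 expression values per gene from ribosomal-RNA-depleted total RNA. All 10 columns share the same maximum and nearly the same mean, as quantile normalisation gives, and the values are not corrected for gene length. The aligner, the annotation and the counting of reads are not given in the sources used here. Differences in total RNA between populations cannot be seen in such values. Read numbers were rebuilt from the steps between low values, which matched whole reads within 25% of the unit for 88% to 98% of the steps per library, and serve to describe depth. Gene positions fit GRCm38: 87.5% of gene names were found in GENCODE M21, and 99.5% of these overlapped on the same strand.

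For PBAT, the authors deposited counts of methylated and unmethylated calls for every CpG cytosine of the genome. Libraries were amplified by 10 cycles of PCR, and the aligner and any removal of duplicates are not given in the sources used here. On chromosome 19 all 558056 CpGs of the files lie at CG in GRCm38. For ATAC, the authors deposited read counts per 500-bp tile, aligned with bowtie2 according to the column names; whether duplicates were removed or reads shifted for the transposase is not given. Tiles of 500 bp are much wider than such a shift.

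RNA was tested with limma 3.58.1 in R 4.3.3, with an intensity trend, robust variance moderation and all 10 libraries in a fit by group. Genes entered with a mean above -1 (log2) over all libraries, and were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1. Gene lists were tested with camera at a preset correlation of 0.01, beside fry. The similarity expected from shared neg libraries was taken from 20 simulations. The design had foreseen edgeR if the table held counts. The table held log2 values, so edgeR 4.0.16 was run only as an alternative, on rebuilt reads. On simulated values for MERVL+Zscan4+ vs neg with 200 of 11994 genes changed, the limma step recovered 90% with 3 false calls, 1.64% of its calls.

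Methylation levels are methylated calls over all calls in a region, per library. They were compared by exact two-sided permutation tests in Python 3.11.15. Windows of 50 consecutive CpGs, with both strands pooled and at least 20 calls in each library, were tested with a quasi-binomial model whose dispersion was moderated across windows, at an adjusted p of 0.05. Tested on simulated data in 10 runs of 20000 windows, of which 200 were changed by -25 points, this step on average recovered 76.75% with 6.46% of calls false. If the spread grew with coverage it recovered 81.3% with 10.5% of calls false, so the false discovery rate among windows may exceed the nominal one.

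ATAC reads were summed over tiles that overlap promoters (1000 bp upstream to 500 bp downstream), with promoters kept at a mean of 20 reads and a pseudocount of 1 read on the log2 scale. With 1 library per population, a list was placed among 10000 random lists matched on mean reads in 20 bins. Tests of tiles planned for replicated libraries were not possible. A known shift of 1 on 150 random promoters was returned as 0.99 on the MERVL+Zscan4+ vs neg libraries.

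Genes were named by a rule fixed before the data were examined: every gene of the methylation machinery, pluripotency and Zscan4 lists, the 5 highest and 5 lowest called genes without overlap between groups, imprinted promoters with at least 20 calls in each library, and a summary of the Eif1a-like interval. Mest and Snrpn promoters had fewer calls and were not compared singly, but their calls are in the pooled level of imprinted promoters; Zscan4a, Kcnq1ot1 and Peg13 were not matched by name and are not analysed here. No gene was named for MERVL+Zscan4+ vs Zscan4+ because none was called. The study network and the pseudotime clusters were taken from the lists of the study. Alternatives fixed beforehand covered scaling, filters, the test, libraries in the fit, a replicate block, the fold-change threshold, leaving out each library, the coverage minimum, window size, promoter width and the reference set. A correction for GC content, edgeR on rebuilt reads, an ATAC pseudocount of 10 reads, and for network promoters a mean over promoters, the removal of sites over 50 calls, other promoter widths and a reference with each CpG counted once were chosen after seeing the data.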

Results

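The series comprised 25 samples of E14 cells, a mouse embryonic stem cell (ESC) line grown in serum and leukaemia inhibitory factor. The cells were sorted by 2 fluorescent reporters, one driven by the promoter of MERVL, an endogenous retrovirus, and the other by that of Zscan4, a gene cluster. MERVL+Zscan4+ cells carried both reporter signals, Zscan4+ cells expressed the Zscan4 reporter without the MERVL reporter, and neg cells were the negative control. Total RNA sequencing covered 3 MERVL+Zscan4+, 3 neg and 4 Zscan4+ libraries. Whole-genome bisulfite libraries made by post-bisulfite adaptor tagging (PBAT) covered 3 MERVL+Zscan4+ and 3 neg samples. The assay for transposase-accessible chromatin (ATAC-seq) covered 9 samples, of which 1 library per population could be matched to a column of the deposited table.

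RNA values were available for 25965 genes as log2 expression that the authors had brought to a common distribution. The number of reads, rebuilt from the steps between low values, was 4223213, 4820987 and 4834084 for neg replicates 1 to 3. It was 3234274, 3370355 and 3567542 for the MERVL+Zscan4+ libraries, and 2198757, 3755151, 3751413 and 2589531 for Zscan4+ replicates 1 to 4. After a filter on mean expression, 11994 genes were tested.

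The question of which transcripts distinguish MERVL+Zscan4+ from neg cells was addressed with limma. At a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change of at least 1, 1392 genes differed, of which 791 were higher and 601 were lower in MERVL+Zscan4+ cells. Libraries of the 2 populations did not overlap for 1390 of these genes. Over all genes tested, 44.4% showed no overlap, where chance alone gives 10%. Of 256 called genes with a change above 3 on the log2 scale in either direction, 242 were higher and 14 lower. The filter favours increases here, because it takes the mean over all 10 libraries and most of them are reporter-positive. Without the filter there were 393 such genes, 342 higher and 51 lower. The count moved most when the fold-change threshold was dropped, which gave 2565 genes.

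In Zscan4+ cells, 893 genes differed from neg cells, with 586 higher and 307 lower. Without the fold-change threshold the count was 1825. Of the genes called in this comparison, 829 were also called for MERVL+Zscan4+ cells, all of them in the same direction. The log2 fold changes of both comparisons correlated across genes with a Pearson coefficient of 0.967, and 87.6% of genes had the same sign. Since both comparisons used the same neg libraries, part of this similarity arises without any effect. Simulated unchanged groups that shared a simulated neg group gave a coefficient of 0.537, 67.9% of genes with the same sign and 0 genes called in both. The simulation drew every library independently, so it leaves out deviations shared between neg and Zscan4+ libraries. Genes are not independent replicates, so these coefficients describe the libraries. Among the genes called in both comparisons, 87.3% had the larger change in MERVL+Zscan4+ cells, and the slope of the Zscan4+ changes on the MERVL+Zscan4+ changes was 0.83.

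Whether the single- and double-positive populations differ from each other was tested directly. In limma, 0 of 11994 genes were called between MERVL+Zscan4+ and Zscan4+ cells, and 633 genes had an unadjusted p under 0.05. A count-based test of the rebuilt reads with edgeR also called 0 genes. Libraries of the 2 populations did not overlap for 6.32% of genes, against 5.71% by chance for 3 against 4 libraries. This result rested on 1 library: without Zscan4+ replicate 4, limma called 193 genes, of which 183 were higher in MERVL+Zscan4+ cells.

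The study defined a network of 172 genes from these same RNA libraries, so its levels against neg cells are given without a test. The median log2 fold change of the network was 6.68 in MERVL+Zscan4+ and 5.31 in Zscan4+ cells relative to neg cells. Of its genes, 161 were higher in MERVL+Zscan4+ cells and 171 passed the thresholds. Between the positive populations the median was 1.03 higher in MERVL+Zscan4+ cells, with 159 of 172 genes in that direction. limma's camera test gave p = 3.25e-46 with its preset correlation, 0.0338 with a correlation estimated from the data, and fry gave 0.0403. No gene of the network was called over all genes tested, and 29 were called when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The median expression of the network per library was 4.70, 4.47 and 4.76 (log2) in MERVL+Zscan4+ replicates 1 to 3. It was 3.22, 3.39, 3.47 and 4.88 in Zscan4+ replicates 1 to 4, and -1.51, -1.58 and -0.67 in neg replicates 1 to 3. Zscan4+ replicate 4 therefore lay above all 3 MERVL+Zscan4+ libraries, and without it the difference between the positive populations was 1.53.

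**Figure D1:**
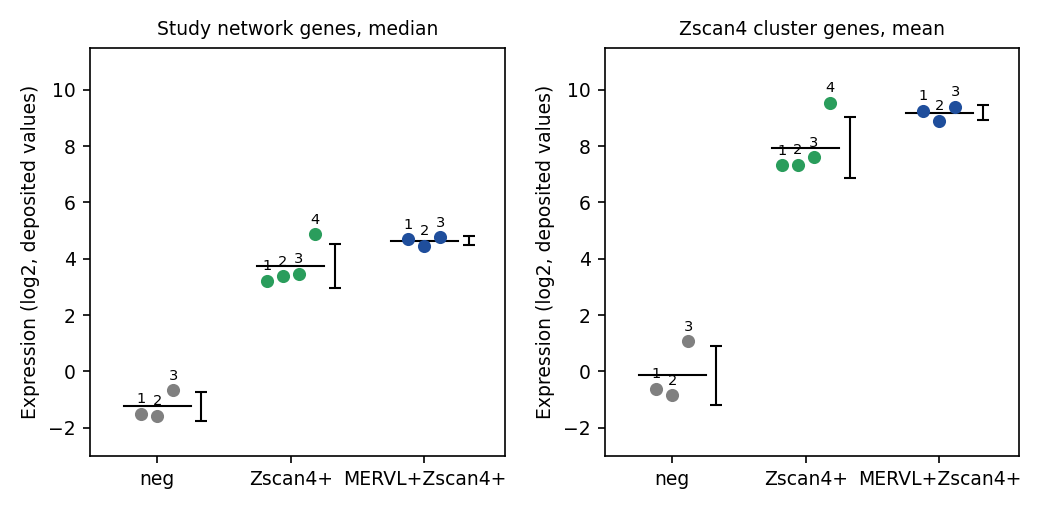
Expression per RNA library (log2 of the deposited values) of the study network (left, median over genes) and of the Zscan4 cluster (right, mean over genes), with points numbered by replicate, horizontal lines at the group mean and bars of 1 SD. Zscan4+ replicate 4 has a network median of 4.88, while the other Zscan4+ libraries lie between 3.22 and 3.47.

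Genes that change along the single-cell pseudotime of the study fall into 5 clusters, which were defined on other data. Their median log2 fold changes between MERVL+Zscan4+ and Zscan4+ cells were 0.92, 1.18, 1.04, 1.17 and 1.60 for clusters 1 to 5, from 26, 13, 17, 32 and 6 genes tested. The lists of the study hold 51, 25, 55, 135 and 31 names, of which 28, 13, 21, 57 and 11 were found in the table, so these medians describe only part of each cluster. With the preset correlation, camera in limma gave Benjamini-Hochberg adjusted p-values over the 5 clusters of at most 8.94e-09. With fry the adjusted values lay between 0.0731 and 0.147, so none of the clusters passed 0.05. With a correlation estimated from the data, camera gave adjusted values of 0.0875 for clusters 1, 3, 4 and 5 and 0.119 for cluster 2, so none passed either. The unadjusted value of cluster 5 was 0.0213. The medians also rested on Zscan4+ replicate 4: without it those of clusters 1 and 3 were 1.41 and 1.57. Clusters 2 and 3 hold Zscan4 genes, and clusters 1 to 5 also share members with the network, so the lists are not separate tests.

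The Zscan4 genes themselves lie on chromosome 7 (GRCm38). Zscan4b (10900740 to 10905050), Zscan4c (11005722 to 11010547), Zscan4d (11161374 to 11166182), Zscan4e (11306378 to 11310682) and Zscan4f (11397915 to 11402741) were all called higher in MERVL+Zscan4+ than in neg cells, with limma adjusted p-values of at most 5.24e-06. The log2 fold changes were 9.54 for Zscan4b (SE 0.51), 9.81 for Zscan4d (SE 0.80) and 9.11 for Zscan4f (SE 0.62), and those of Zscan4c and Zscan4e were slightly below that of Zscan4f. In neg cells the 5 genes had between 24 and 140 rebuilt reads over 3 libraries. These copies are nearly identical, and how the authors assigned reads that match several copies is not given in the sources used here, so the split between the copies is uncertain. The cluster was higher in every MERVL+Zscan4+ and Zscan4+ library than in every neg library. Neg replicate 3 had the highest mean of the neg libraries, 1.06 (log2), against -0.62 and -0.85 in neg replicates 1 and 2.

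Beside Zscan4d and Zscan4b, the 5 highest fold changes among called genes without overlap belonged to Gm6763, Gm4302 and AF067061, with log2 fold changes of 9.98 (SE 0.69), 9.63 (SE 0.67) and 9.61 (SE 0.74). In neg cells these 3 genes had 16, 13 and 6 rebuilt reads over 3 libraries, so the size of the fold change depends on values near the floor. The 5 lowest were Cldn7, Slc39a8, Enpp2, Tagln and Pcdh1, with log2 fold changes of -4.53, -4.24, -3.79, -3.51 and -3.47 and limma adjusted p-values of at most 0.00528. Cldn7 had only 6 rebuilt reads over the 3 MERVL+Zscan4+ libraries. Tagln was among the network genes that were lower.

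An interval on chromosome 12 (87514316 to 88329682, GRCm38) holds 23 genes of the Eif1a-like family and its neighbourhood, of which 14 passed the filter. All 14 were called higher in MERVL+Zscan4+ cells, with a median log2 fold change of 6.97. The median was 5.65 in Zscan4+ cells against neg cells and 1.05 between the positive populations.

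mRNA levels of the DNA methylation machinery and of pluripotency factors were compared because loss of methylation could follow from a change in these transcripts. Of 12 such genes, 2 were called between MERVL+Zscan4+ and neg cells. Dnmt3b fell by 1.67 on the log2 scale (SE 0.15, limma adjusted p = 1.23e-05), from 7.49 ± 0.22 in neg to 5.82 ± 0.03 in MERVL+Zscan4+ cells (SD, n = 3 libraries each, limma). Nanog was higher by 1.65 (SE 0.27, limma adjusted p = 0.00129). Adjustment over the list alone also gave 1 machinery gene and 1 pluripotency gene. Tdg fell by 0.78 (limma adjusted p = 0.0162), below the fold-change threshold. Tet1 fell by 1.02 without passing the adjusted p threshold (0.0824), and it passed when neg replicate 3 (0.0204) or Zscan4+ replicate 4 (0.0298) was left out and when only the 2 groups were fitted (0.0423), with limma adjusted p-values from 0.00863 to 0.297 over all alternatives. Dnmt1, Dnmt3a, Dnmt3l, Uhrf1, Tet2, Tet3, Pou5f1 and Sox2 were not called, with log2 fold changes between -0.76 and 0.07.

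Whether MERVL+Zscan4+ cells differ from neg cells in CpG methylation was asked with the PBAT libraries. The MERVL+Zscan4+ libraries held 42471267, 46142119 and 46250943 CpG calls and the neg libraries 54621490, 37265366 and 36426692. This was a mean of 0.833 to 1.25 calls per cytosine, so single CpGs were thinly covered and levels were formed over regions. The genome-wide level was 46.9%, 51.3% and 51.3% in the MERVL+Zscan4+ libraries and 71.6%, 71.7% and 70.1% in the neg libraries. The means were 49.8% ± 2.53 and 71.1% ± 0.920 (SD, n = 3 each), a difference of -21.3 percentage points. An exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow, and this limit holds for every test of methylation levels below. The alternative that moved the difference most was the mean over CpGs with at least 5 calls in every library, which gave -14.2 points over 0.248% of all CpGs.

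The decrease was found on every chromosome of the nuclear genome. The level in MERVL+Zscan4+ cells was between 68.8% (chromosome 4) and 72.6% (chromosome 9) of that in neg cells. Of 401832 windows of 50 CpGs with at least 20 calls in each library, 358859 (89.3%) had lower methylation in MERVL+Zscan4+ cells in a quasi-binomial model with moderated dispersion, and 222 had higher methylation. The median window level was 57.5% against 83.4%. MERVL+Zscan4+ libraries all lay below neg libraries in 86.0% of windows.

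By feature, gene bodies had 47.7% ± 2.40 in MERVL+Zscan4+ against 68.3% ± 0.898 in neg cells (SD, n = 3 each, as for the following levels). Regions outside gene bodies and promoters had 54.9% ± 2.83 against 78.3% ± 0.910. Promoters, taken from 1000 bp upstream to 500 bp downstream of the gene start, had 15.8% ± 0.633 against 21.4% ± 1.03 when calls were pooled, which gives promoters with many calls more weight. The mean over 18446 promoters with at least 20 calls in each library was 16.2% ± 0.835 against 25.1% ± 0.359, a difference of -8.93 points in place of -5.55. CpG-poor 1000-bp bins had 57.7% ± 3.09 against 82.6% ± 0.844, and CpG-dense bins had 3.17% ± 0.144 against 5.52% ± 0.0793. In each of these features the libraries of the populations did not overlap, with an exact permutation p of 0.1. Intervals that hold strongly induced genes kept 72.9% (Eif1a-like) and 73.3% (Zscan4) of their level in neg cells, against 70.1% for the genome: the Eif1a-like interval had 58.3% ± 2.39 against 80.0% ± 1.03, and the Zscan4 interval on chromosome 7 (10900740 to 11402741) had 63.5% ± 1.28 against 86.7% ± 2.74.

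**Figure D2:**
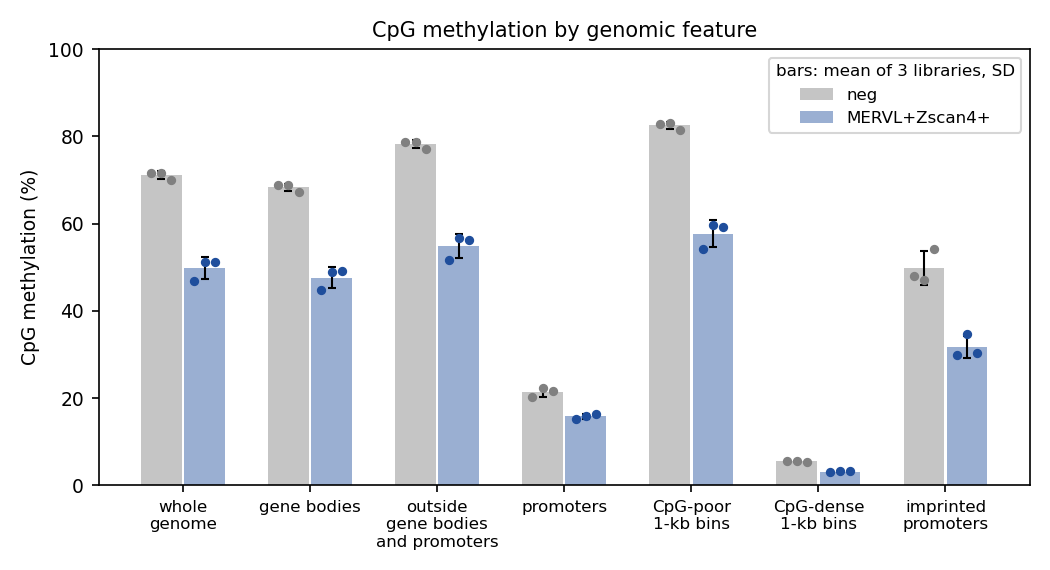
CpG methylation (percent of calls) in neg and MERVL+Zscan4+ cells over the whole genome and by feature, with bars at the mean of 3 libraries, error bars of 1 SD and a point per library. Each feature is lower in MERVL+Zscan4+ cells, from 71.1% to 49.8% over the whole genome.

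Imprinted promoters as a set fell from 49.8% ± 3.91 to 31.7% ± 2.57 (SD, n = 3 each) when the calls of 11 promoters were pooled, among them Mest and Snrpn with few calls. The mean over the 9 promoters with at least 20 calls in each library fell from 49.0% ± 2.75 to 30.2% ± 0.620. Of these 9 promoters, all had a lower mean in MERVL+Zscan4+ cells, and in 5 the populations did not overlap (exact permutation p = 0.1): Nnat (chromosome 2, 157559078 to 157560578), Nap1l5 (chromosome 6, 58906626 to 58908126), Plagl1 (chromosome 10, 13089691 to 13091191), Zrsr1 (chromosome 11, 22971005 to 22972505) and Airn (chromosome 17, 12740311 to 12741811). Airn fell from 69.5% ± 21.5 to 30.9% ± 11.05 and Nnat from 68.4% ± 6.65 to 37.7% ± 7.98 (SD, n = 3 each). This depended on the promoter width: from 500 bp upstream to 100 bp downstream, the differences at Nnat, Nap1l5, Plagl1 and Zrsr1 were -20.8, -25.9, -5.97 and -7.83 points with overlapping libraries (exact permutation p = 0.3, 0.2, 0.6 and 0.6), and Airn gave no value. For Mcts2, Peg10, Peg3 and Impact the difference was within the spread between libraries, with exact permutation p-values of 0.2, 0.7, 0.7 and 0.3. Without neg replicate 3 the differences at Peg10 and Peg3 changed sign, to 0.641 and 1.58 points. Neg libraries differed from each other by far more at Peg10, with levels of 32.7%, 5.95% and 44.9%, than over the genome.

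The share of methylation that remained was not the same at every baseline level. Windows were binned by their level in neg replicate 1, and the level in MERVL+Zscan4+ cells was divided by that in neg replicates 2 and 3, which keeps the binning apart from the comparison. Windows at 90 to 100% kept 73.1% ± 3.81 of their methylation and windows at 10 to 20% kept 56.1% ± 2.63 (SD over 3 MERVL+Zscan4+ libraries). The share did not rise over the whole range, since windows at 0 to 10% kept 62.9% ± 2.94. The gap between the bins of 90 to 100% and 10 to 20% was 15.6 to 17.8 points in single libraries.

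**Figure D3:**
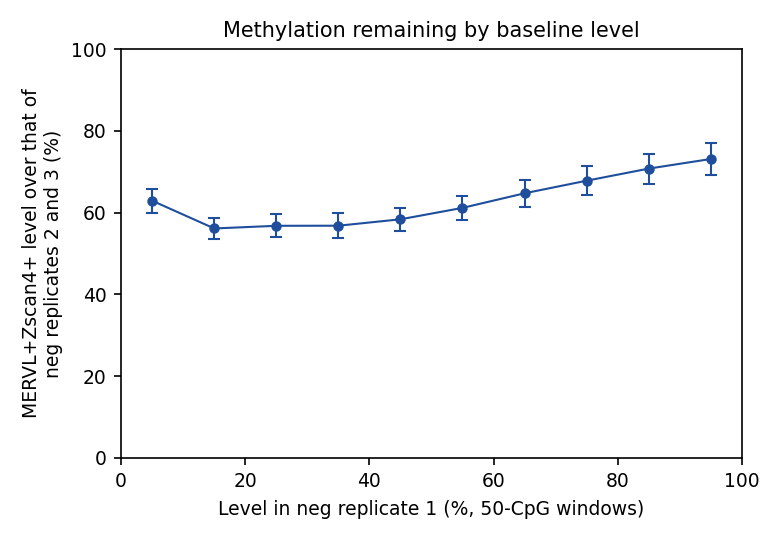
Share of CpG methylation remaining in MERVL+Zscan4+ cells (percent of the level in neg replicates 2 and 3) for windows of 50 CpGs binned by the level in neg replicate 1 (percent), with bars of 1 SD over 3 libraries. The share is 62.9% in the bin of 0 to 10%, 56.1% in the bin of 10 to 20% and 73.1% in the bin of 90 to 100%.

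Promoters of the network genes were compared with all promoters to see whether methylation loss went with induction. In the reference of all promoters a CpG was counted in each promoter that holds it, which gave 14.6% in MERVL+Zscan4+ and 19.7% in neg cells. The difference between network promoters and this reference was 51.4 points in MERVL+Zscan4+ and 62.7 points in neg cells, and the first minus the second was -11.3 points (exact permutation p = 0.1). With each CpG counted once in the reference the value was -10.8. However, the promoter of Gm10800 alone held 93.6% of the calls at network promoters. Without sites over 50 calls in any library the value was -3.01, and against promoters matched on the neg level it was -1.19. As a share of the neg level, pooled network promoters kept 80.1% and the reference 74.1%, so on that scale the network lost less. Means over promoters with at least 20 calls in each library kept 60.8% for the network and 64.5% for all promoters. The direction on this scale therefore depended on the weighting.

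Accessibility was described from 1 ATAC library per population, so these differences have no replicate check and no test was made. The libraries held 116755952 (MERVL+Zscan4+), 129536236 (neg) and 121119001 (Zscan4+) reads. Mitochondrial DNA took 10.3%, 36.2% and 21.2% of these reads, respectively. The neg library had no reads in 37.5% of 500-bp tiles, against 10.5% in the MERVL+Zscan4+ and 3.71% in the Zscan4+ library. Network promoters, 171 of which passed the filter, had a median log2 ratio of MERVL+Zscan4+ over neg that exceeded that of all promoters by 1.08. None of 10000 random lists matched on mean reads reached this value, and their central 95% range was -0.27 to 0.10. The corresponding values were 0.78 for Zscan4+ over neg and 0.27 for MERVL+Zscan4+ over Zscan4+, each above all random lists. Scaled to nuclear reads, the median ratios of the network itself were 0.35, 0.27 and 0.027 in these comparisons. Those of all promoters were -0.73, -0.51 and -0.25, so the network excess is relative to promoters that lay lower. For the 783 promoters of genes called higher here, the median differed from that of all promoters by -0.0022. This lay above all matched random lists, whose central 95% range was -0.34 to -0.18. The same list lay at 0.15 for Zscan4+ over neg, above all random lists. For MERVL+Zscan4+ over Zscan4+ it lay at -0.0998 (percentile 2.88), just inside the random range of -0.101 to -0.00148. No shift was seen there, so in that comparison the list did not share the rise of the network relative to all promoters. The 600 promoters of genes called lower lay at -0.52, below a random range of -0.44 to -0.28. For Zscan4+ over neg they lay at -0.39, below a range of -0.33 to -0.19, but for MERVL+Zscan4+ over Zscan4+ they lay at -0.12, inside the range of -0.13 to -0.02, so no shift was seen without the neg library. The 5 Zscan4 promoters exceeded all promoters by 6.48 for MERVL+Zscan4+ over neg, but by 0.00137 for MERVL+Zscan4+ over Zscan4+, inside the random range. Promoter ATAC and RNA log2 fold changes correlated across 11961 genes with a Pearson coefficient of 0.208.

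**Figure D4:**
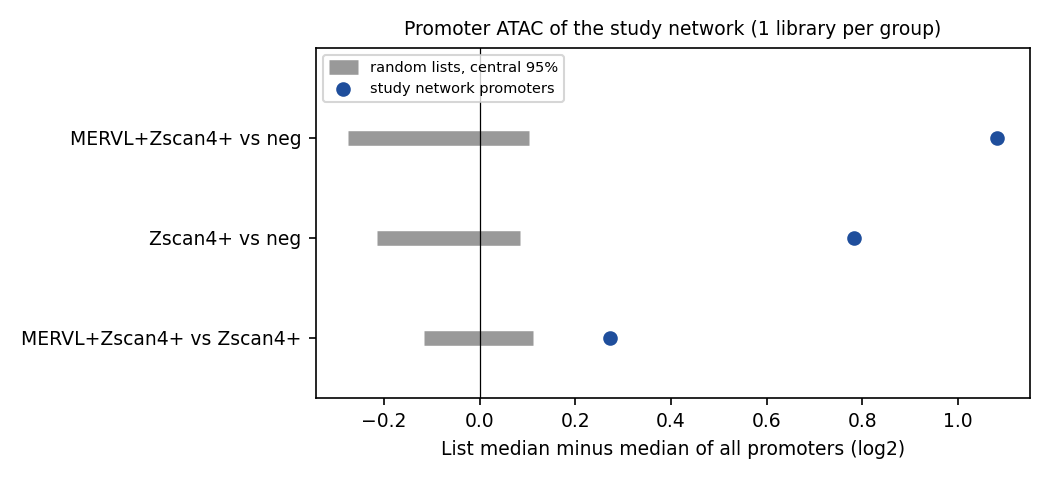
Median log2 ratio of promoter ATAC reads of the study network minus that of all promoters (points) for each pair of libraries, with grey bars for the central 95% range of 10000 random lists matched on mean reads. The points lie at 1.08, 0.78 and 0.27, each outside its range.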

Values the study reported

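The study reported 172 genes as differentially expressed in its total RNA data. It reported that overall CpG methylation fell from 80% in negative-sorted cells to 56% in cells positive for both reporters.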

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

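The tests of explanations in this part were chosen after the results were seen. In the Zscan4+ group of 4 RNA libraries, the gap between the most distant library and its nearest neighbour was compared with the whole range. This ratio passed Dixon's 95% critical value for 4 libraries for 3 of 8 list medians and 6 of 25 named genes, and the distant library was replicate 4 in all 9 cases. Chance passes this limit in about 1 of 20 groups, and the lists and genes are not independent of each other. The ratio was 0.849 for the study network, 0.877 for pseudotime cluster 1 and 0.955 for pseudotime cluster 3. Among genes it was 0.901 for Zscan4b, 0.850 for Zscan4e and 0.830 for Gm6763, which were higher in replicate 4. It was 0.954 for Nanog and 0.953 for Sox2, which were lower, and 0.878 for Tagln, which was higher.

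For the higher network in replicate 4, the tables argue against depth and GC content as the whole cause. Thinning the deeper Zscan4+ libraries to its reads moved their network median by at most 0.037 (log2). After a correction of each library for GC content, the ratio for the network was 0.899, still above the limit. A larger share of MERVL+Zscan4+ cells in that sort, or a MERVL+Zscan4+ library under a wrong name, could also raise the network, and neither is settled. The rise of genes higher in MERVL+Zscan4+ cells reached 121% of the full difference in this library, and single MERVL+Zscan4+ libraries set against the others of their group reached 83.5% to 120%. Of 3431 abundant genes, 92 lay more than 1 log2 from the MERVL+Zscan4+ mean, against 0 to 10 for MERVL+Zscan4+ libraries. For Zscan4+ replicates 1 to 3 the counts were 79, 45 and 33, so by this count replicate 4 was the furthest. Its Spearman correlations with the MERVL+Zscan4+ libraries were 0.958 to 0.966 across genes, against 0.984 to 0.989 among those libraries. For Zscan4+ replicates 2 and 3 they were 0.973 to 0.983, and for Zscan4+ replicate 1 they were 0.953 to 0.963. Replicate 4 correlated less with Zscan4+ replicates 1 to 3 (0.907, 0.941 and 0.954) than with any MERVL+Zscan4+ library. These distances alone do not exclude a wrong name, because neg replicates 1 and 3 also differ widely (Spearman 0.951).

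The genes Nanog, Sox2 and Tagln go against a larger share of MERVL+Zscan4+ cells as the cause of their own deviation, since their levels lay outside those of all 6 other positive libraries. Nanog was -0.86 (log2) from the lowest of these, Sox2 -0.55 from the lowest, and Tagln 2.00 above the highest. Neg replicate 3 deviated from the other neg libraries the same way, with Nanog at 5.39 against 5.96 and 6.11, Sox2 at 6.67 against 7.16 and 7.24, and Tagln at 4.95 against 2.14 and 2.97. No biological explanation was tested, since the labels give no difference within the Zscan4+ group.

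Calls on the mitochondrial genome lie outside the nuclear comparison. They stood at 67.4% ± 0.476 in MERVL+Zscan4+ and 64.1% ± 0.795 in neg libraries (SD, n = 3 each; exact permutation p = 0.1, the smallest possible), over 287 CpGs with at least 113920 calls per library. Incomplete conversion over the whole genome is argued against, because CpG-dense nuclear bins were called at only 3.17% in MERVL+Zscan4+ cells. Incomplete conversion of mitochondrial DNA alone could give such values in both populations, and the level of 64.1% in neg cells cannot be told apart from methylation, because no unmethylated control sequence was analysed here.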

How the results depend on the processing

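Alternatives not planned before the data were seen were edgeR on rebuilt reads, the correction for GC content, the ATAC pseudocount of 10 reads, and for network promoter methylation a mean over promoters, sites over 50 calls, other promoter widths and a reference with each CpG counted once.

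The stricter RNA filter, which tested 9424 genes, lowered the calls for MERVL+Zscan4+ vs neg to 827 and for Zscan4+ vs neg to 521, all among the genes called before; fewer genes tested is part of its construction. Dropping the fold-change threshold gave 2565 and 1825 calls, again by construction. With edgeR the network medians against neg were 7.11 (MERVL+Zscan4+) and 6.20 (Zscan4+), above 6.68 and 5.31, and the cause was not tested. Leaving out 1 library gave 1108 to 1620 calls for MERVL+Zscan4+ vs neg, 743 to 1012 for Zscan4+ vs neg and 0 to 193 for MERVL+Zscan4+ vs Zscan4+. The 193 came from leaving out Zscan4+ replicate 4, and every other omission gave 0. For the network and pseudotime clusters between the positive populations, direction and side of the threshold of camera with its preset correlation stayed the same under every alternative of the processing. With an estimated correlation no cluster passed after adjustment over the 5 clusters (0.0875 to 0.119). The network median ranged from 0.70 (edgeR) to 1.53 (without Zscan4+ replicate 4). The medians of clusters 1 to 5 ranged from 0.63, 0.71, 0.87, 0.78 and 1.29 (edgeR) to 1.41, 1.71, 1.57, 1.72 and 2.03 (without Zscan4+ replicate 4).

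Whether the replicate numbers pair the samples was not settled, and the main fits used no block. Correlations of deviations between libraries of the same number ran from -0.055 to 0.579 for neg and Zscan4+. They ran from -0.066 to 0.234 for neg and MERVL+Zscan4+ and from -0.095 to 0.252 for MERVL+Zscan4+ and Zscan4+. For PBAT they ran from -0.00090 to 0.0027. In each RNA comparison the highest of these came from the libraries numbered 1. Neg replicate 3 with Zscan4+ replicate 4, of unlike numbers, reached 0.581. With the replicate number as a block, MERVL+Zscan4+ vs neg had 1687 calls, Zscan4+ vs neg 970 and MERVL+Zscan4+ vs Zscan4+ 242, and Tet1 passed for MERVL+Zscan4+ vs neg (limma adjusted p = 0.00863). Zscan4+ replicate 4 has no partner, so the block removes its weight, as leaving it out does. The block left the global methylation difference at -21.3 points, with a smallest possible exact p of 0.25, and limma on arcsine square root levels gave 359243 lower windows with the block and 359203 without it.

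Among named genes, 487 of 496 alternative values kept their direction and call. Signs changed only for genes near 0: Dnmt3a at 0.018 without neg replicate 1 (range over omitted libraries -0.51 to 0.018), Tet2 at 0.010 without neg replicate 1 and 0.011 without neg replicate 2 (-0.35 to 0.011) and Uhrf1 at -0.25 without neg replicate 3 (-0.25 to 0.26). Tet1 passed the thresholds in 4 alternatives (only the 2 groups in the fit, the replicate block, without neg replicate 3, without Zscan4+ replicate 4), and Tdg passed once the fold-change threshold was dropped. The cause was not tested. Cldn7, Slc39a8, Enpp2 and Pcdh1 fell below the stricter filter, so it gave no value for them.

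The global methylation difference lay between -22.9 and -14.2 points in all alternatives, and no feature changed direction. Exact tests of 3 against 3 libraries cannot pass 0.05, so they say nothing on stability. Windows of 100 CpGs gave 197777 lower windows of 210309, a smaller number because fewer windows exist. Leaving out 1 library gave 324587 to 348278. Of the imprinted promoters, Peg10 changed sign without neg replicate 3 (0.641 points; range over omitted libraries -18.9 to 0.641) and with the narrower promoter (2.02), and Peg3 without neg replicate 3 (1.58; -15.7 to 1.58); the cause was not tested. With the narrower promoter, Plagl1 moved from -22.3 to -5.97 points, Zrsr1 from -16.5 to -7.83 and Nnat from -30.7 to -20.8, and at these promoters and Nap1l5 (-25.9) the populations then overlapped. The network promoter value ran from -11.8 to -1.19 points.

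For network promoter ATAC, quantile normalisation gave 0.79 and the list of genes called higher here -0.0022, against 1.08. The cause was not tested. The -0.0022 still lay above all random lists matched on mean reads, whose median was -0.27. Total-count scaling and median centring cancel in a difference from all promoters. Leaving out a library, a block and tile tests could not be run with 1 library per population, and DESeq2 was not run because the RNA table held no counts. A larger RNA pseudocount does not apply to deposited log2 values. No paired analysis was possible for ATAC because each population had 1 library.

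Depth limits what single CpGs can show: 54128 CpGs had at least 5 calls in every PBAT library.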

Other observations

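The tests of explanations in this part were chosen after the results were seen. Genes differing between MERVL+Zscan4+ and neg cells numbered 1392 here. That is higher than the value quoted from the study above. The counts rest on unlike definitions, since the study selected its set by a procedure of its own and showed it over all populations.

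Other splits of the libraries were counted to see whether chance can be excluded. For Zscan4+ vs neg, 1 of 35 splits (the real one) gave as many calls, the smallest share possible, and the largest other split gave 171. Chance alone is therefore unlikely, though not excluded. For MERVL+Zscan4+ vs neg and for the windows of 50 CpGs, 1 of 10 splits gave as many, with largest other counts of 0 against 1392 genes and 22 against 359081 windows. With 10 splits their share cannot fall below 0.1, so the number of splits alone decides nothing here. For MERVL+Zscan4+ vs neg, 44.4% of genes had no overlap between groups, where chance gives 10%. For MERVL+Zscan4+ vs Zscan4+, 35 of 35 splits gave at least the 0 calls observed, which holds by construction and is no test. The largest other split, Zscan4+ replicates 1 to 3 against the rest, gave 239 calls.

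Zscan4+ replicates 1 to 3 had a lower network than MERVL+Zscan4+ cells. Neg cells mixed into the sort might give this, but genes higher and lower in MERVL+Zscan4+ cells then need the same share of MERVL+Zscan4+ cells. From higher genes these were 31.0%, 31.9% and 41.5%, from lower genes 67.4%, 74.4% and 84.9%, so the smallest gap was 36.3 points. These are means over the neg libraries, each used in turn as the baseline with genes chosen on the others. The smallest gap for a single baseline was 17.5 points, for Zscan4+ replicate 1 with neg replicate 3. Neg cells in the sort are therefore argued against as the whole cause. The design names a biological difference, a population that expresses the Zscan4 reporter alone, which stays open and untested.

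Neg and Zscan4+ libraries deviated from their group means along a shared direction. Of 12 pairs of a neg and a Zscan4+ library, neg replicate 1 with Zscan4+ replicate 1 had the highest correlation (0.679). Neg replicate 3 with Zscan4+ replicate 4 had the next (0.675). Both were taken over 4158 genes outside the network whose unadjusted limma p was not low in any comparison. Over all 11994 genes tested, 75 genes in the second pair lay more than 1 log2 above both group means, against 7.01 expected for unrelated libraries. More cells in the MERVL+Zscan4+ state in some libraries might give the pattern, and the 0.675 cannot decide this. Genes without a low p may still differ between groups, and such a choice favours genes with a wide spread within groups. GC content is argued against as the whole cause, since the lower correlation was 0.631 after correction. A library or culture batch could give the pattern and cannot be told apart from others, because the labels name no batch. Deviations also went with transcript length across genes, with Spearman values of 0.234 in neg replicate 1 and 0.223 in Zscan4+ replicate 1. The values were -0.241 in neg replicate 3 and -0.219 in Zscan4+ replicate 4. No correction for length was made, so a bias tied to length stays open. The correlation of 0.679 is therefore left without an explanation.

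Methylation loss was tested for technical causes. CpG-dense bins were at 5.52% in neg cells, so incomplete conversion there is argued against as the source of a difference of -21.3 points. Without sites over 50 calls in any library the difference was -21.6 points. Uniform dilution of methylation would leave the same share of methylation at every baseline level, whereas the top bin kept at least 15.6 points more than the bin of 10 to 20% in each library. The remaining share was 62.9% at 0 to 10%, so it did not rise steadily with the baseline. No biological cause was tested.

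The network promoter value of -11.3 points may come mostly from the Gm10800 promoter, which held most of the calls: without sites over 50 calls the value was -3.01.

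In the neg ATAC library, 37.5% of tiles had no reads. Fewer nuclear reads are argued against, since thinning the Zscan4+ library to the same number gave 3.90% and thinning the MERVL+Zscan4+ library 11.02%. Repeated copies of few fragments might give the pattern: 32.4% of tiles with at least 5 reads in both other libraries had none in neg. Without read positions this cannot be told apart from a chromatin difference. MERVL+Zscan4+ over Zscan4+, which does not use the neg library, gave 0.27 for the network, so missing tiles in neg cannot cause that value. How much of the 1.08 for MERVL+Zscan4+ over neg comes from missing tiles was not tested. The value of 0.27 covers the network alone, since the genes called higher here gave -0.0998 in the same comparison, inside their random range. With 1 library per population no biological cause was tested.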
